A study of Drosophila melanogaster with 5 samples.

How the data were processed

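CUT&RUN (cleavage under targets and release using nuclease) was carried out in S2 cells, an established Drosophila melanogaster cell line with a male-like dosage compensation state. In this assay, permeabilized cells on beads are bound by an antibody, and a nuclease tethered to the antibody releases the DNA around its target, which is then sequenced. MSL2 is a protein of the MSL (male-specific lethal) complex, which acts in dosage compensation of the male X chromosome. Per the labels' protocols, cells were incubated with a rabbit serum against MSL2 or with pre-immune serum, and libraries were made with a commercial DNA library kit. The labels give 3 libraries for the anti-MSL2 group and 2 for the control group. They name the control target by an abbreviation that was left as it stands and was not interpreted further.

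The data consist of a single peak list for the whole series. Per the file headers, the authors called peaks with HOMER findPeaks in its factor style, with 1 anti-MSL2 tag directory as the target and 1 control directory as the input. A tag is an aligned read position in HOMER. Whether all 3 anti-MSL2 and both control libraries were combined in these directories is not stated. The aligner, the read trimming and the genome build are not stated either. Per the file headers, the peak size and the fragment length were 150 bp, and the minimum distance between peaks was 300 bp. The false discovery rate was 0.001, which set a minimum of 25 tags. At most 5 tags per base were considered. A peak had to exceed the control 10-fold and the 10000 bp around it 4-fold, each with a Poisson p-value of 0.0001. Peaks were centred on the maximum pile-up. These settings favour narrow sites: a site within a broad enriched region is removed by the local requirement, and a site that is also high in the control is removed by the control requirement.

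The deposited score column holds 1 for every peak and so carries no measurement. The header names columns for tag counts, fold changes and p-values, which the list itself does not hold. No value per library was analysed here, so no mean ± SD over replicates, no anti-MSL2 against control test per peak and no depth per library can be given. The depth of the anti-MSL2 tag directory is the header's total of 7890306 tags, and which libraries it holds is not stated. The interval on the share of tags in peaks is a 95% Wilson interval and covers counting error alone. For a count of 0, the limit is 3 counts of the total.

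Peak positions are given 1-based. Gene names and extents came from a RefSeq gene table of Drosophila melanogaster assembly Release 6. Because the header names no build, the match was checked on the data. The last gene ends of 7 chromosomes sum to 99.8% of the genome size in the header. Of the peaks, 56.6% had their midpoint within 500 bp of a gene end. Over 10000 circular shifts of the list along X by at least 50 kb, this share was 16.2% ± 1.56 (SD over shifts) and never exceeded 22.3%. The list was therefore read as Release 6. No coordinate of the gene table is printed. The table gives the extent of each gene without its strand, exons or transcripts, so a peak is described as inside or beside a gene, and transcription starts were not told apart from gene 3′ ends. In total 2705 genes on X were used, 2197 of them protein-coding. Genes can overlap, and a peak inside several genes was counted for each.

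Peaks are not replicates, so all tests describe this list. In random placement tests, peak midpoints were placed 10000 times on X with a minimum distance of 300 bp, and two-sided p-values were computed from the placements. The smallest p-value these can give is 0.0002. For the share of peaks on X, peaks were placed over 6 arms (X, 2L, 2R, 3L, 3R and 4) in proportion to the extent of each arm up to its last gene. No genome sequence was used, so assembly gaps were not excluded. For the position inside genes, each midpoint was placed uniformly within its own protein-coding gene. Random placement treats peaks as independent, whereas the peaks cluster, so its p-values are too small wherever clusters share a property. Circular shifts keep the clusters and were added for the 2 gene shares (the share inside genes and the share near gene ends). Counts of peaks per gene were tested with a one-sided Poisson test against gene length, with Benjamini-Hochberg adjustment over the 2705 genes. Shares of 2 sets of peaks were compared with Fisher's exact test, two-sided.

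The list gives its peaks in an order that is not positional. The peak names carry a number, and its Spearman correlation with the place in the list was 0.998 across peaks. The list was divided by its own order into its first 354 and last 355 peaks. The header does not say what the order stands for, and whether it ranks peaks by strength was not tested. The planned threshold by score had no varying score to use. The first 354 peaks were tried as an alternative set, and they are not known to be the stronger ones.

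The tests of X share and nearest-neighbour distance were fixed before the data were examined. Fixed with them was the rule for named genes: roX1, roX2 and, with no varying score or width, the genes at the first 5 peaks by position on X. For genes, the shares in promoters, exons, introns and between genes were planned, which the gene table could not give. The share of peaks inside whole genes was used in their place. The tests of gene ends, of the position inside genes without strand, of 1 Mb bins, of genes holding a peak and of peaks per gene were chosen after the list was seen. The alternatives tried were merging peaks within 5 kb, restricting placements to gene bodies with 1 kb on either side, and counting covered bases. Further ones were a weight of 0.5 on the length of X, leaving out chromosome 4, overlap by 1 bp, protein-coding genes alone, other distances and the first 354 peaks.

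The placement test and the per-gene test were tested on simulated data. Of 200 sets of uniformly placed peaks, 2.5% gave a placement p-value under 0.05, and of 200 sets with clustered peaks, 100% did. Of 200 genes given 6 added peaks each, 95.5% were recovered by the per-gene test, and 0% of the 2705 genes were called in a single uniform set. No gene of the list held more than 6 peaks, so this recovery does not give the power for genes with fewer. The uniform set had no clusters, so the 0% does not give the rate of false calls among clustered peaks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.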

Results

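Binding of MSL2, a subunit of the Drosophila dosage compensation complex, was profiled by CUT&RUN in S2 cells. The design comprised 3 libraries made with serum against MSL2 and 2 control libraries. The deposited result is a list of 709 peaks, called by the authors on the anti-MSL2 tags against the control tags. Each peak is 151 bp wide, and together the peaks cover 107059 bp. The values below have no replicate error, because the list holds no values for single libraries.

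According to the header of the list, the anti-MSL2 tag directory held 7890306 tags. The header counts 160514 of these in peaks, a share of 2.03% (95% Wilson interval 2.02% to 2.04%, counting error only), without stating at which step of the filtering they were counted. Peak calling started from 9758 putative peaks. At the minimum of 25 tags each, these would hold 243950 tags, more than the 160514 counted in peaks. This argues against a count over all putative peaks, and leaves the later steps open. The requirement of a 10-fold excess over the control removed 8575 of the putative peaks, or 87.9%. Of the 1183 that passed, 474 (40.1%) were removed because they did not exceed the surrounding 10000 bp 4-fold, and none (0) was removed as clonal. The remaining 709 peaks are 7.27% of the putative ones. How often a peak recurred among the 3 anti-MSL2 libraries was not analysed here.

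The first comparison asked how the peaks are distributed between X and the autosomes. All 709 peaks lay on X, a share of 100% (95% Wilson interval 99.5% to 100%). With the limit of 3 counts used for a count of 0, the 709 peaks allow a share of up to 0.423% on other chromosomes. This limit is calculated differently from the Wilson interval, so the bounds are not the same. X makes up 17.6% of the 6 arms by length, and over 10000 random placements of the peaks its share was 17.6% ± 1.44 (SD over placements), with a maximum of 23.1%. The excess on X was beyond all placements (two-sided placement test, n = 709 peaks, p = 0.0002, the smallest these placements can give). The alternative that moved the expectation most was a weight of 0.5 on the length of X, which lowered the expected share to 9.66%. The observed share of 100% could not change under any alternative.

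The peaks extended over most of X, from a first peak at X 245935 to 246085 to a last one at X 23102269 to 23102419 (Release 6 coordinates). The mean density was 30.1 peaks per Mb. In 23 whole bins of 1 Mb, the number of peaks was 30.6 ± 13.9 (SD over bins), from 7 between 22 and 23 Mb to 61 between 11 and 12 Mb. The variance of these counts was 6.32 times their mean, against 0.983 ± 0.296 (SD) over random placements (n = 709 peaks, p = 0.0002). With bins of 2 Mb the ratio was 2.63 (n = 709 peaks, p = 0.0052). The largest distance between the midpoints of adjacent peaks was 832991 bp, between the peak at X 21623814 to 21623964 and the peak at X 22456805 to 22456955. The largest such distance over placements was 234742 ± 40959 bp (SD, n = 709 peaks, p = 0.0002).

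**Figure D1:**
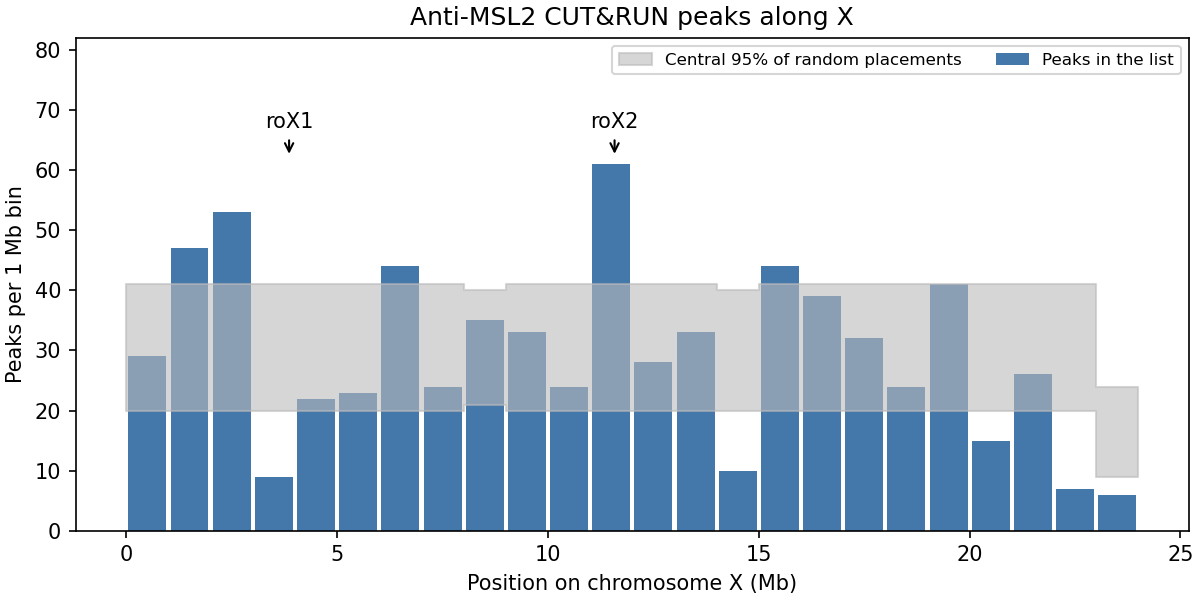
Number of peaks in each 1 Mb bin of chromosome X (bars) against position in Mb, with the central 95% of random placements shaded and the positions of roX1 and roX2 marked. The bin from 11 to 12 Mb holds 61 peaks and the bin from 3 to 4 Mb holds 9, and both lie outside the shaded band; the last bin is not a whole one.

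Neighbouring peaks on X were closer together than random placement gave. The median distance from a peak to its nearest neighbour was 3362 bp, with quartiles of 1101 and 7443 bp. Over placements the median was 11720 ± 721 bp (SD, n = 709 peaks, p = 0.0002). Merging peaks within 5 kb moved the value most: it left 441 regions, against 612 ± 8.44 (SD) over placements merged in the same way. The median distance between these regions was 10656 bp, against 17029 ± 801 bp (SD) over merged placements (n = 441 regions, p = 0.0002).

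The excess of close neighbours was seen at each of the 7 distances examined, from 1 to 100 kb. Within 1 kb there were 87 pairs of peaks, 5.82 times the 14.9 ± 3.78 (SD) over placements. Within 10 kb there were 624 pairs, 3.02 times the mean over placements, and within 100 kb there were 3387 pairs, 1.60 times that mean. Each p-value was 0.0002, also after Benjamini-Hochberg adjustment over the 7 distances. When placements were restricted to gene bodies with 1 kb on either side, the ratios were 4.78 within 1 kb and 1.48 within 100 kb, with the same adjusted p-values.

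**Figure D2:**
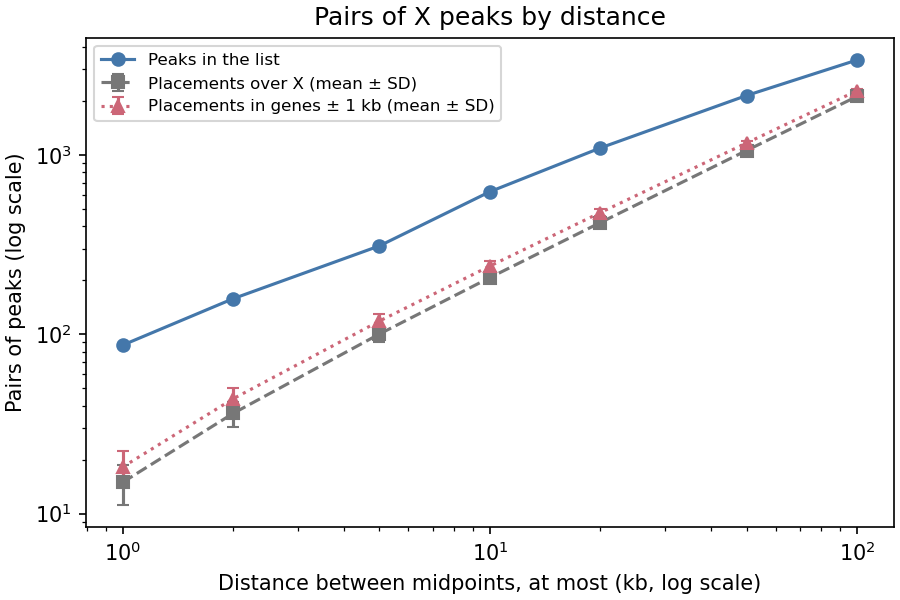
Number of pairs of X peaks (log axis) whose midpoints lie within a given distance in kb (log axis), for the list and for random placements over X or in gene bodies with 1 kb on either side (mean, bars 1 SD). The list lies above both kinds of placement at each distance, with 87 pairs within 1 kb.

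The position of the peaks relative to genes was examined next. Of the 709 midpoints, 544 (76.7%) lay inside a gene, against 74.6% ± 1.62 (SD) over placements. This difference did not exceed chance, either against placements (n = 709 peaks, p = 0.198) or against circular shifts of the list (p = 0.447). The result depended on how a peak was counted. With an overlap of 1 bp in place of the midpoint, 88.4% of peaks touched a gene, against 75.7% over placements (n = 709 peaks, p = 0.0002). Of the 165 midpoints outside genes, 162 lay within 1 kb of one. The median distance of these 165 to the nearest gene was 74 bp and the largest was 2486 bp.

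Peaks lay close to gene ends, with the start and the 3′ end of genes counted alike. The midpoint was within 500 bp of a gene end in 401 peaks (56.6%), against 16.2% ± 1.39 (SD) over placements (n = 709 peaks, p = 0.0002). The share was 31.3% within 100 bp, where placements gave 4.15% ± 0.752 (SD), and 72.2% within 1000 bp, where they gave 26.3% ± 1.65 (SD). Each of the 5 distances examined had an adjusted p-value of 0.0002. Restricting placements to gene bodies with 1 kb on either side raised the expected share within 500 bp to 20.0%. The median distance to a gene end was 373 bp, against 3284 ± 272 bp (SD) over placements. For the 530 peaks inside protein-coding genes, the median distance to the nearer end was 0.122 of the gene's length, against 0.250 ± 0.0108 (SD) for random positions in the same genes (n = 530 peaks, p = 0.0002).

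The first 354 and the last 355 peaks of the list differed in these measures. The share of midpoints inside a gene was 84.2% (298 peaks) in the first part and 69.3% (246 peaks) in the last (Fisher's exact test, two-sided, p = 3.3e-06). The share within 500 bp of a gene end was 49.4% in the first part and 63.7% in the last (Fisher's exact test, p = 0.00015, adjusted p = 0.00025 over 5 distances). Both shares near gene ends exceeded the 16.2% over placements (n = 354 and n = 355 peaks, p = 0.0002 each). Within 2000 bp the parts did not differ, with 83.1% and 86.5% (Fisher's exact test, p = 0.211). These tests treat peaks as independent.

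**Figure D3:**
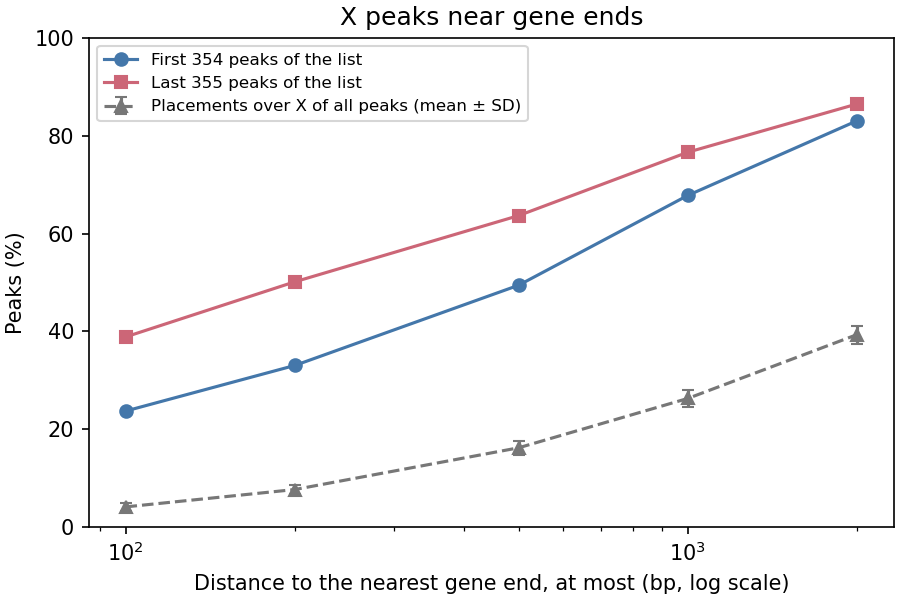
Share of X peaks in percent whose midpoint lies within a given distance in bp (log axis) of the nearest gene end, for the first 354 and the last 355 peaks of the list and for random placements of all peaks (mean, bars 1 SD). Within 500 bp the shares are 49.4% and 63.7%, against 16.2% over placements.

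Of the 2705 genes on X, 412 (15.2%) held at least 1 midpoint, against 368 ± 12.4 (SD) over placements (n = 709 peaks, p = 0.0012). Among the 2197 protein-coding genes the number was 392 (17.8%), against 343 ± 12.0 (SD, n = 709 peaks, p = 0.0002). There were 282 genes with 1 peak, 90 with 2 and 40 with 3 or more. Genes with a peak had a median length of 5652 bp and genes without one a median of 1719 bp. Random placement also puts more midpoints in longer genes, and no expected median was computed. The 2 medians therefore do not show a preference for long genes. Among 241 annotated lncRNA genes, 13 held a peak.

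The genes roX1 and roX2 encode the noncoding RNAs of the MSL complex. The 1 peak in roX1 (lncRNA:roX1, gene 3772376) lay at X 3861298 to 3861448 and was at place 4 of the list. In roX2 (lncRNA:roX2, gene 3772415) there were 3 peaks, at X 11579016 to 11579166, X 11579646 to 11579796 and X 11580217 to 11580367. They were at places 20, 30 and 3 of the list. The first 5 peaks by position on X comprised 4 inside G9a (gene 30971), between X 245935 and X 253938, and 1 at X 470851 to 471001, 93 bp from ebo (gene 47141). The 4 peaks in G9a were late in the list, at places 553 to 698.

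Some genes held more peaks than their length gave. At an adjusted p-value under 0.05 (Poisson test, Benjamini-Hochberg over 2705 genes) there were 4, and at an unadjusted p-value under 0.05 there were 130. The 4 genes were named after their values were seen, apart from roX2. In roX2 there were 3 peaks where 0.041 were expected (n = 709 peaks, adjusted p = 0.020), and CG4025 had 3 where 0.045 were expected (n = 709 peaks, adjusted p = 0.020). The gene rudhira had 6 peaks where 0.62 were expected, and nej had 6 where 0.65 were expected (n = 709 peaks, adjusted p = 0.041 each). The test treats peaks as independent. When peaks within 5 kb were merged, 0 genes passed, with 103 at an unadjusted p-value under 0.05.

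The head of the list was examined after its order was seen. Its first peak lay in Paics (X 12760501 to 12760651), followed by a peak 1204 bp from CG15747 (X 13342138 to 13342288), the roX2 and roX1 peaks, and peaks in crm (X 2734556 to 2734706) and Smr (X 12716088 to 12716238).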

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

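The share of peaks on X is saturated: with 0 peaks off X, none of its 6 alternatives could move the observed 100%, so they say nothing about its stability. They moved the expected share alone, from 9.66% to 18.5%. Of the 30 alternative values of the other results, 24 kept the direction and the side of the threshold of the reported result, or stayed within 1.5 times a reported count. The nearest-neighbour distance on X stayed below that of placements under all 5 alternatives, the share near gene ends stayed above under all 6, and the spread over bins stayed above under all 4.

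The share of midpoints inside genes and 2 counts of genes changed with the processing. The share did not differ from placements as reported, and was above them under the 4 alternatives. These were 88.4% with an overlap of 1 bp, 84.2% in the first 354 peaks, 74.8% with protein-coding genes alone (n = 709 peaks, p = 0.0144) and 99.6% with gene bodies extended by 1 kb on either side. The rise came from 83 peaks whose midpoint lay outside a gene that they overlapped, for the 1 bp overlap, and from 162 with a midpoint within 1 kb of a gene, for the extended gene bodies. For the first 354 peaks and for protein-coding genes, the cause was not tested. The last 355 peaks, at 69.3%, lay below the 74.6% over placements of all peaks, and were not tested against placements of their own. The reported share therefore combines a part above the placements with a part below them.

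The number of X genes with a peak was 253 in the first 354 peaks, where fewer peaks were counted. It stayed above the 220 over placements (random placement test, n = 354 peaks, p = 0.0004), so the count fell but its direction did not change. The number of genes with more peaks than their length gave was 0 after merging peaks within 5 kb, because several peaks in a gene then count as 1. In the first 354 peaks, 5 genes passed, 3 of them shared with the 4 reported.

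No paired analysis was possible because the list holds no values for single libraries, so the replicate numbers shared by the groups could not be used, and leaving out a library was not possible either. The tests of peak score, of peak width and of X against autosomes within the list were not run: score and width are constant and no peak lies off X. The threshold by score was not run for the same reason. Tests of promoters, exons, introns and GA-rich sequence elements need transcripts or genome sequence and were not run here. The missing values per library limit each result to this list: how far the peaks vary between libraries cannot be stated.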

Other observations

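The tests of the list's completeness, of the control and local filters, of roX1 and roX2, of single bins and of the causes of peaks near gene ends were chosen only after the results were seen.

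The absence of any peak off X was weighed against technical explanations. A higher density of genes on X does not account for it, since X holds 18.5% of the bases in gene bodies with 1 kb on either side. A count of 0 off X allows a peak density ratio of X to autosomes no lower than 1100. This is far above 4, the ratio set as the most that copy numbers can reach. Peaks that pass fixed cut-offs need not rise in proportion to copy number, so this ratio does not exclude a different copy number of X. Deletion of other peaks from the finished list is argued against by the header, whose total of 709 equals the number of peaks listed and what its removals leave. Both filters stay open too, because the positions of the peaks they removed are not in the list. The control filter removed 8575 putative peaks, so weaker autosomal peaks under the 10-fold requirement cannot be told apart from none at all. The local filter removed 474 of the 1183 peaks that had passed the control requirement, and autosomal peaks among these cannot be told apart from none either. The study's own variable, binding of MSL2, also stays open as a biological explanation, untested against single libraries.

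The close spacing of peaks, with a median nearest-neighbour distance of 3362 bp, was not accounted for by any of 4 tested causes on its own. Placements in gene bodies with 1 kb on either side had a median of 10229 bp, so uneven spread of genes was not sufficient. Placements within 1 kb of gene ends had a median of 6634 bp, so the preference for gene ends may account for part of the clustering but not for all of it (n = 709 peaks, p = 0.0002). Broad regions called as several peaks were not sufficient, because regions merged within 5 kb had a median of 10656 bp against 17029 bp for merged placements. Clusters in a few regions were not sufficient: without the 3 bins with the most peaks, 548 peaks had a median of 3846 bp against 13227 bp over placements. The local filter, which removed 474 peaks for not exceeding the surrounding 10000 bp, works against close peaks, but its effect was not tested. A candidate biological explanation is that genes bound by MSL2 lie next to one another, which was not tested.

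The preference for gene ends, stronger in the last 355 peaks of the list, raised the question of whether late peaks reflect accessible chromatin cut whatever the serum. Such cutting is not particular to X, yet a count of 0 among the last 355 peaks allows a share of up to 0.845% off X, which argues against it as the whole cause. The control requirement argues against it as well, since such cutting would also raise the control, which each listed peak exceeded 10-fold. Placements in gene bodies with 1 kb on either side gave 20.0% within 500 bp of a gene end, against 56.6% observed. They fall in genes by length, so they cannot exclude short genes as a cause. Positions within the same genes argue against short genes as the whole cause. For the 530 peaks inside protein-coding genes, the median distance to the nearer end was 0.122 of the gene's length. Random positions in these genes gave 0.250 ± 0.0108 (SD). A mismatch of genome builds is argued against by the circular shifts, which gave at most 22.3%. Accessibility particular to X stays open only where it was not matched in the control. MSL2 binding itself also stays open, and neither was tested. Without strand, it is also open which gene end is preferred.

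The difference between the first 354 and the last 355 peaks in the share inside genes, 84.2% against 69.3% (Fisher's exact p = 3.3e-06), is the one given in the report and rests on no second set of peaks. The hypothesis that the first part is more evenly spread was not borne out. The median nearest-neighbour distance was 5812 bp in the first part and 6744 bp in the last, a difference within that of random divisions of the list (permutation p = 0.374).

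A peak in each of roX1 and roX2 arose in 69 of 10000 random placements, which argues against random placement as its source. Both genes were among the first 4 places of the list.

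The 1 Mb bin that holds roX1, from 3 to 4 Mb, contained 9 peaks, and the bin from 14 to 15 Mb contained 10. A shortage of gene bases does not account for these counts, since placements in gene bodies with 1 kb on either side put 35.3 ± 5.69 (SD) peaks in the first of these and 26.4 ± 4.98 (SD) in the other (n = 709 peaks, adjusted p = 0.0024 and 0.0064 over 24 bins). In total 3 bins had fewer and 2 had more peaks than these placements at an adjusted p-value under 0.05. Since peaks cluster, these p-values are too small, by an amount that was not measured. The SD over bins of 13.9 peaks, around a mean of 30.6, includes both bins. It therefore cannot decide whether they are unusual. Gene number was not tested as a cause, although peaks lay close to gene ends. The bin from 3 to 4 Mb held 70 genes and the bin from 14 to 15 Mb held 114, where whole bins held 55 to 170. No biological explanation was tested.

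The numbers in the peak names ran from 19 to 3598. In HOMER's usual naming such numbers count the putative peaks of a chromosome, which the header does not state. Read in this way, at least 36.9% of the 9758 putative peaks lay on X, and at most 6160 lay elsewhere, none (0) of which was kept. The kept peaks were mostly those with low numbers: 577 had a number up to 1000 and 28 had one above 2000. The lowest 18 numbers were all missing, and 50 of the numbers 1 to 100 were kept against 85 of the next 100. These blocks were chosen after the missing numbers were seen, so the difference was not tested, nor was which filter removed them.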
